A study of Mus musculus with 294 samples.

How the data were processed

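Single cells were taken from the embryonic mouse heart, around the septum of the outflow tract, of mice that carry a Wnt1-Cre driver and a R26-EYFP reporter. The driver marks cells of the neural crest lineage with the yellow fluorescent protein EYFP, and EYFP-positive cells were collected by fluorescence-activated sorting. Per the labels' protocols, the cells were captured on Fluidigm C1 chips for medium-sized cells, photographed to check that each was single and EYFP-positive, and turned into full-length cDNA with a SMARTer v4 kit. Per the labels, libraries were made with Nextera XT and sequenced as read pairs on an Illumina HiSeq. The labels name no molecular identifiers, so a count here is a count of reads and not of molecules. The series design text names 4 embryonic ages between E11.5 and E17.5, the others being E14.5 and E12.5. No label gives the stage, the animal or the chip of a single cell.

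Both deposited tables cover the whole series. The first deposited table holds raw counts as whole numbers, 15124 genes by 294 cells, and the aligner, the counting program, the genome build and the annotation were not stated. The second deposited table holds a score for 14051 genes in the same 294 cells, named by the authors with the abbreviation SCT. Its values are whole numbers whose totals lay between 1110845 and 1216916 per cell, so it was treated as a normalised, rounded quantity and never as counts. How that table was made was not stated. All columns were matched to samples by cell name. The raw table held no row without a gene name, no duplicated gene name and no row named as a gene of the mitochondrial genome. Of its gene names, 14554 (96.2%) matched GENCODE M21 on GRCm38 and 14403 matched RefSeq on GRCm38.p6. Coordinates printed with genes come from GENCODE M21 on GRCm38, and the build behind the deposited counts may differ.

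All 294 cells formed 1 group, since the labels give the same tissue, genotype and sort for each. Cells are not replicates and no animal was named, so the group counted as 1 sample. No p-value, standard error or test between groups of cells was computed. Shares of cells carry exact Clopper-Pearson 95% intervals, and medians carry 95% order-statistic intervals. Both cover counting error only, and reads without molecular identifiers are not independent molecules. The first digit of a cell's name, which runs from 1 to 7, was used to form 7 name series of 34 to 58 cells. The labels do not say what this digit means. It may follow chip, day or stage, so a name series is not a group of the study.

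Counts were scaled to CPM, the reads of a gene divided by the cell's total and multiplied by 1000000, and a gene was called detected at 10 CPM or more in a cell unless stated. Genes detected per cell were counted at 1 read or more. For clustering, counts were scaled to the median total, log-transformed (log1p) and reduced to 2000 variable genes and 20 principal components. Leiden clusters were found on a graph of 15 nearest neighbours at resolution 1.0 with seed 0. Cells needed 1000 detected genes, which removed 0 cells, and genes needed detection in 3 cells. No doublet caller was run, because the labels state that capture sites were imaged for single cells.

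Clusters were named from 11 lists with 77 marker genes, of which 60 were rows of the raw table and the others were not analysed here. A class was given first to a cluster with at least 3 of its markers at 10 CPM or more in at least 50% of the cells and at 2 times or more the mean of all other cells, with 10 CPM added to both. Where several classes qualified, the class with the most such markers was taken. Failing a single class there, a cluster took the class with the most markers at 10 CPM or more in at least 50% of its cells, again with at least 3. A cluster stayed unnamed where classes tied, or where its median total times 3 was under that of all cells and none of the class's markers was among its 10 leading genes. The marker lists were fixed before the data were examined, and this naming rule was set afterwards.

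Co-detection compared the share of cells with both genes of a pair to the product of their shares, taken within each name series and summed, for 12 fixed pairs. Covariation was Spearman's correlation of log2(CPM + 1) across the cells of each name series, for 4 anchor genes and 8853 genes detected in at least 10% of cells. The genes named for an anchor are the 10 with the highest and the 5 with the lowest median correlation among genes with the same sign in every series that gave a correlation. The text also names the fixed marker genes, a fixed list of neural crest and outflow tract genes, the 5 genes with the highest fold per cluster, and the 10 genes with the highest mean share of reads. Requiring only the series that gave a correlation was decided after the data were seen, and the other rules were fixed before. Some genes that these rules name are not reported here. Several choices were made only after values had been seen: Xist and the 4 Y-linked genes, which no fixed rule names, the 100 CPM level used for them, the low-end measure at the 10th percentile, and the cut of 6 cardiomyocyte markers at 100 CPM.

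The methods were tested on simulated data with the real gene means, spreads and library sizes, over 15124 genes and 294 cells, with 20 draws per setting unless stated. Simulated independent genes had the same mean in all cells, which differed otherwise only in depth. Differences between series, and between cells in genes detected beyond depth, were left out. Cells of a single simulated population gave 8 to 11 clusters, so the number of clusters does not count cell types. A simulated group of 30 cells with 200 genes raised 4-fold was not recovered, with 16.7% to 36.7% of it in any 1 cluster. Raised 8-fold, 76.7% to 100% of the group fell in 1 cluster, and raised 16-fold, 96.7% to 100%. The test was first run with a single draw and then with 5 draws, and a single 8-fold draw of an earlier version recovered less than the lowest value given here. The number of draws was raised to 20 because of that spread, after earlier results had been seen, and the highest correlation reached by independent genes rose with it. Of 10 genes given a factor shared with Acta2 in a single draw, 10 were the 10 highest by correlation. These genes had a mean of 100 CPM or more, and they and Acta2 had a set spread in place of the real one. This recovery therefore does not show how well the method finds such genes in the real data. Adding 2% of pooled reads, in a single draw, to the real libraries of name series 2 raised their low-end level of abundant genes from 0 to 1.55% of the mean. Intervals of medians held the true value in 94.3% of separate draws from a normal distribution, which did not use these data.

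Alternatives were another table, other thresholds for detection, thinning of every cell to 286313 reads (the 10th percentile of totals, which left out 30 cells), other clustering settings, and leaving out each name series in turn. Thinning left out 7, 10, 4, 3, 5, 0 and 1 cells of series 1 to 7. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.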

Results

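The series was built to profile gene expression of neural crest cells in the developing mouse heart, from E11.5 to E17.5. RNA of 294 single EYFP-positive cells was sequenced, and each cell was a sample of its own. All 294 cells fell into 1 group by tissue, genotype and sort, with no stage per cell, so no comparison between stages was made. The values below describe these cells and their spread, without replicates. Where cells were set apart, it was by name series, the first digit of the cell's name, whose meaning the labels do not give. The 7 name series held 58, 48, 38, 38, 34, 34 and 44 cells.

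The total read count per cell ranged from 34046 to 3033857, with a median of 1204543 (95% interval 1039833 to 1318682). The series medians were 1588066, 1630832, 635879, 866932, 820096, 1623335 and 1242528 reads for series 1 to 7. The 10 most abundant genes of a cell took a median of 8.52% of its reads, and up to 51.9%. Cells had 2041 to 8805 genes with at least 1 read, with a median of 4406.5 (95% interval 4165 to 4658). Requiring 5 reads moved this median furthest, to 3664.

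Genes detected per cell differed between name series by more than the intervals of their medians. The median was 7718 in series 1 (95% interval 7529 to 7809) and 3123 in series 6 (95% interval 2810 to 3696). Series 2, 3, 4, 5 and 7 had medians of 4451.5, 3300.5, 4211, 3781.5 and 4676.5 genes. With every cell thinned to 286313 reads, series 1 kept a median of 5598 genes and the next, series 7, had 4196. At 100 CPM or more, series 1 and series 7 had close medians of 2229.5 and 2216 genes. Within a series, total count and genes detected had a Spearman's correlation across cells of 0.15 in series 1 and of 0.30 to 0.67 in series 2 to 7.

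**Figure D1:**
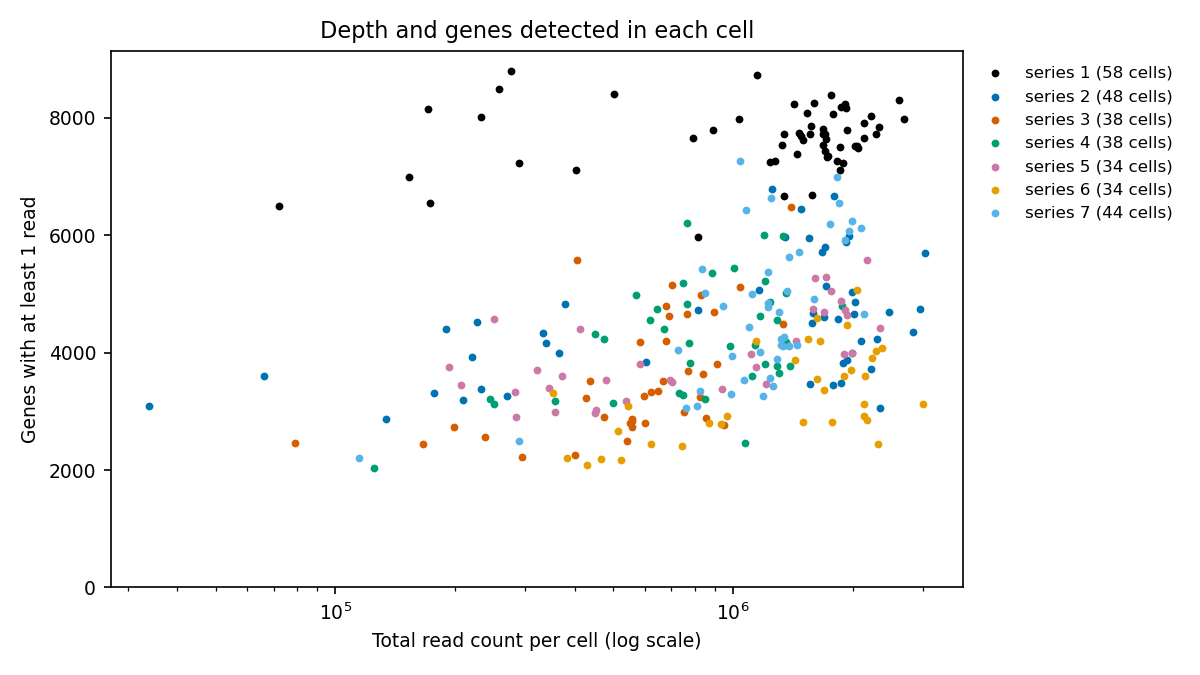
Genes with at least 1 read (vertical axis) against total read count on a log scale (horizontal axis), with 1 point per cell and colours for the 7 name series. Cells of series 1 lay at or above 5962 genes at every depth, while the medians of the other series lay between 3123 and 4676.5 genes.

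The low end of abundant genes also set series 1 apart. For each cell, genes with a mean of 100 CPM or more in the other cells of its series were taken, and the 10th percentile of the cell's level relative to that mean was recorded. This low-end level was above 0 in all 58 cells of series 1, with a median of 2.43%. In series 2 to 7 its median was 0, and it was above 0 in 14 cells in all, up to 12.9%. At the series 1 median, a gene with a series mean of 411.7 CPM reaches 10 CPM in a cell by the low-end level alone. Shares of cells at 10 CPM in series 1 are therefore upper limits for abundant genes, and the share without series 1 is given for named genes where it left the interval for all cells. In series 1, 2051 genes had a read in every cell, and no other series had more than 274 such genes.

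**Figure D2:**
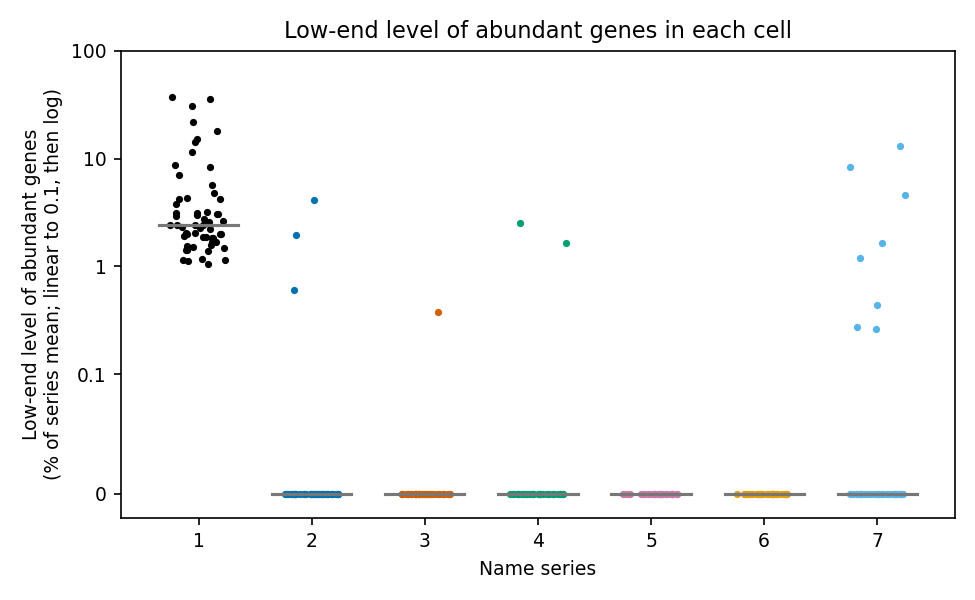
Low-end level of abundant genes, as a percentage of the mean of the series (vertical axis, linear to 0.1% and logarithmic above), with 1 point per cell and a grey line at the median of each name series (horizontal axis). All cells of series 1 lay above 0, around a median of 2.43%, and the medians of series 2 to 7 were 0.

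The depth-corrected table had nearly equal totals, with a 1.10-fold range across cells compared with 89.1-fold in the raw counts. Across genes within a cell, the tables had a median Spearman's correlation of 0.9999 and a lowest value of 0.70. Genes are not independent replicates in such a correlation. The corrected table had values above 0 at 1.68% of the entries that were 0 in the raw counts. Of the raw table's genes, 1073 were absent from the corrected table, and each of these had reads in at most 4 cells. Across cells, the correlation between raw total and genes detected was 0.41 in the raw table and 0.26 with genes counted in the corrected table.

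By mean share of reads per cell, the leading genes included Malat1 (2.20%), Lars2 (0.892%), Rn45s (0.844%), Tmsb4x (0.553%), Actg1 (0.495%), Postn (0.451%), H3f3b (0.424%), Ubb (0.399%) and Col3a1 (0.377%). Ubb shares sequence with pseudogenes, and how the counting split such reads is not known, so its share is uncertain. Rn45s, the precursor of ribosomal RNA, had no entry in GENCODE M21.

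Some mesenchymal matrix genes were detected in almost every cell. Postn (ENSMUSG00000027750.16, chromosome 3, 54361109 to 54391037) reached 10 CPM in 98.0% of cells (95% interval 95.6% to 99.3%), with a median of 2967 CPM. Col3a1 was detected in 99.7% (98.1% to 100%) and Col1a1 in 96.9% (94.3% to 98.6%). Pdgfra was detected in 78.6% (73.4% to 83.1%), Sox9 in 85.4% (80.8% to 89.2%), Lum in 83.7% (78.9% to 87.7%) and Twist1 in 59.2% (53.3% to 64.9%). Without series 1 these shares stayed within the intervals for all cells. Dcn, another matrix gene, was detected in 58.2% (52.3% to 63.9%) and in 47.9% without series 1, outside that interval.

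Smooth muscle genes split the cells more evenly. Acta2 (ENSMUSG00000035783.9, chromosome 19, 34241090 to 34255590), which encodes smooth muscle actin, was detected in 61.9% of cells (95% interval 56.1% to 67.5%) and in 52.5% without series 1 (46.0% to 59.1%), outside the interval for all cells. At 100 CPM its share was 52.7% of all cells, and at 1 count in the depth-corrected table it was 82.0%, the alternative that moved it most. Tagln was detected in 77.6% (72.4% to 82.2%) and in fewer cells without series 1, 72.03%. Cnn1 was detected in 42.9% (37.1% to 48.7%). Myh11 (ENSMUSG00000018830.10, chromosome 16, 14194535 to 14291372), the smooth muscle myosin heavy chain, was detected in 11.6% (8.14% to 15.8%) and in 5.51% without series 1 (2.97% to 9.24%), outside that interval.

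Genes of glia and melanocytes were detected in few cells. Sox10 (ENSMUSG00000033006.10, chromosome 15, 79154908 to 79165240) was detected in 4.76% of cells (95% interval 2.63% to 7.86%). Tyr reached 10 CPM in 0 of 294 cells, which allows a share of up to 1.02% counting 3 cells of 294, and up to 1.25% by the exact interval. Wnt1, the gene whose regulatory sequence drives the Cre, was detected in 1.02% (0.211% to 2.95%) and Pax3 in 0.340% (0.00861% to 1.88%).

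Among the outflow tract genes, Tbx20 was detected in 89.8% of cells (95% interval 85.8% to 93.0%), Gata6 in 86.7% (82.3% to 90.4%) and Tgfb2 in 84.0% (79.3% to 88.0%). Hand2 was detected in 48.3% (42.5% to 54.2%), Pdgfrb in 52.4% (46.5% to 58.2%), Ednra in 26.2% (21.3% to 31.6%; 21.2% without series 1) and Sema3c in 25.2% (20.3% to 30.5%). Isl1, Msx1 and Dlx5 were detected in 7.14%, 8.16% and 2.38% of cells. Mki67 and Top2a, which mark dividing cells, were detected in 32.0% (26.7% to 37.6%) and 33.7% (28.3% to 39.4%).

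Genes of cell types outside the neural crest lineage were also followed. The cardiomyocyte genes Tnnt2, Actc1, Myl7 and Myh6 were detected in 19.4%, 16.3%, 4.08% and 1.70% of cells. The endothelial genes Pecam1 and Kdr were detected in 7.48% (95% interval 4.75% to 11.1%) and 2.38% (0.963% to 4.84%), and Wt1 of the epicardium in 5.44% (3.14% to 8.69%). The shares of Isl1, Msx1 and Dlx5 lay within the range of these, from 1.70% to 19.4%. The median over 96 listed genes was 15.3% of cells.

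**Figure D3:**
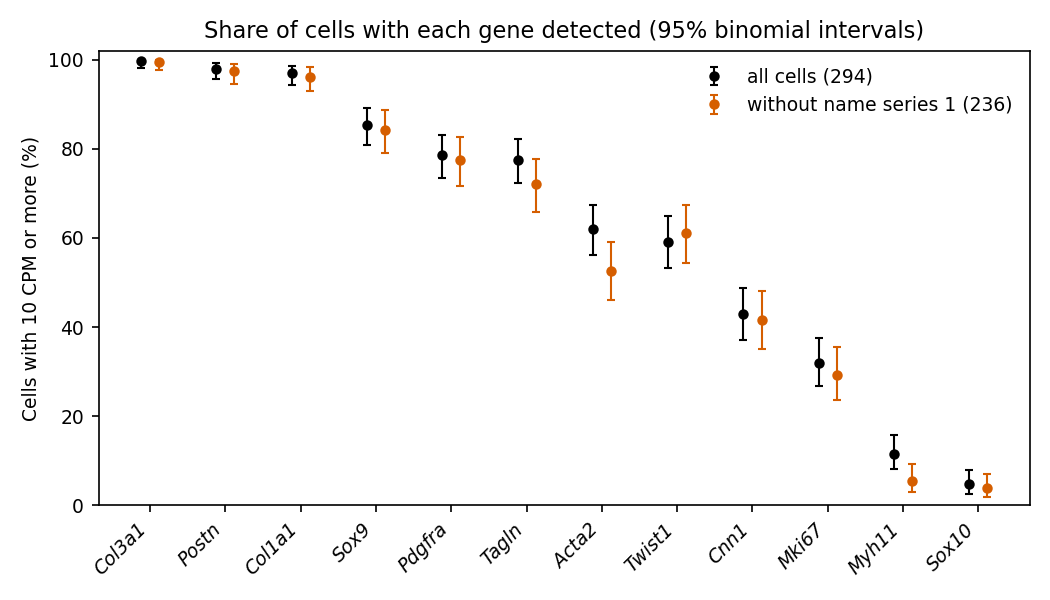
Percentage of cells with 10 CPM or more (vertical axis) for 12 genes (horizontal axis), as points with exact Clopper-Pearson 95% intervals, for all cells (black) and without name series 1 (orange). Leaving out series 1 lowered Acta2 from 61.9% to 52.5% and Myh11 from 11.6% to 5.51%, and Postn stayed near 98.0%.

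Clustering gave 9 clusters of 61, 51, 44, 39, 36, 29, 17, 10 and 7 cells. Simulated cells of a single population gave 8 to 11 clusters, so this number was no larger than without groups. At resolution 0.5 it fell to 5. Several clusters came mostly from 1 name series, so cluster and series were not separable there. Series 1 gave 44 of the 51 cells of cluster 2 and all 7 cells of cluster 9. Series 3 gave 26 of the 36 cells of cluster 5, and series 2 gave 23 of the 29 cells of cluster 6 and 7 of the 10 cells of cluster 8. Series 7 gave 12 of the 17 cells of cluster 7.

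Cluster 8 was glia-like, with 6 glial markers standing apart, and held 10 cells (3.40%, 95% interval 1.64% to 6.17%). Its leading genes by fold included Ednrb, Gfra3, Fabp7 and Scn7a. Fabp7 had a mean of 704.4 CPM in its cells and 3.50 CPM in the other cells, a 52.9-fold difference with 10 CPM added to both. The same 10 cells formed the glia-like cluster under each of the 14 alternative clusterings of all cells, of which 3 changed nothing in the clusters. Leaving out series 2, which held 7 of them, left no glia-like cluster.

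Cluster 6 was called smooth-muscle-like by the marker rule, with 5 smooth muscle markers standing apart, and held 29 cells (9.86%, 95% interval 6.71% to 13.9%). Mean Acta2 was 5005 CPM and mean Myh11 was 265.2 CPM in its cells. No smooth muscle marker was among its 10 leading genes, which began with Mfap5, Clca3a2, Nov, Tmem158 and Dlk1, and Myh11 reached 10 CPM in 44.8% of its cells. The name rests on the 5 markers and not on the leading genes, so another mesenchymal identity was not excluded. Its extent moved with the settings, most of all in the single-cell rule, where 66.7% of cells had at least 3 smooth muscle markers at 10 CPM.

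Clusters 1 to 5 and 7, with 84.4% of cells (95% interval 79.7% to 88.3%), were mesenchyme-like by the markers detected in at least 50% of their cells. These markers were common to most clusters and did not separate them. Cluster 1 was led by Hmga2, Slc39a6, Asb4, B630005N14Rik and Bex2, and cluster 3 by Vps35, Vegfa, Serinc2, Cttn and Pfkl. Stress and immediate response genes led cluster 2, where Irf1, Clu, Ier3, Dcn and Sparcl1 had the highest folds. Cell cycle genes led cluster 4, among them Top2a, Spc25, Ccnb1 and Kif20b. Cluster 5 was led by Abi3bp, St3gal4, Sertad4, Dkk3 and Ndrg2, and cluster 7 by Penk, Cntn4, Tnni1, Fabp3 and Pcdh9. Cluster 9 had a median of 232177 reads per cell, all in series 1, where shares at 10 CPM are upper limits for abundant genes. It stayed unnamed because the smooth muscle and mesenchyme classes tied. Each class had all of its listed markers at 10 CPM or more in at least 50% of the cells of cluster 9. The leading genes of cluster 9 included Plxdc2, Map3k8, Hspa1b and Ptprz1.

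**Figure D4:**
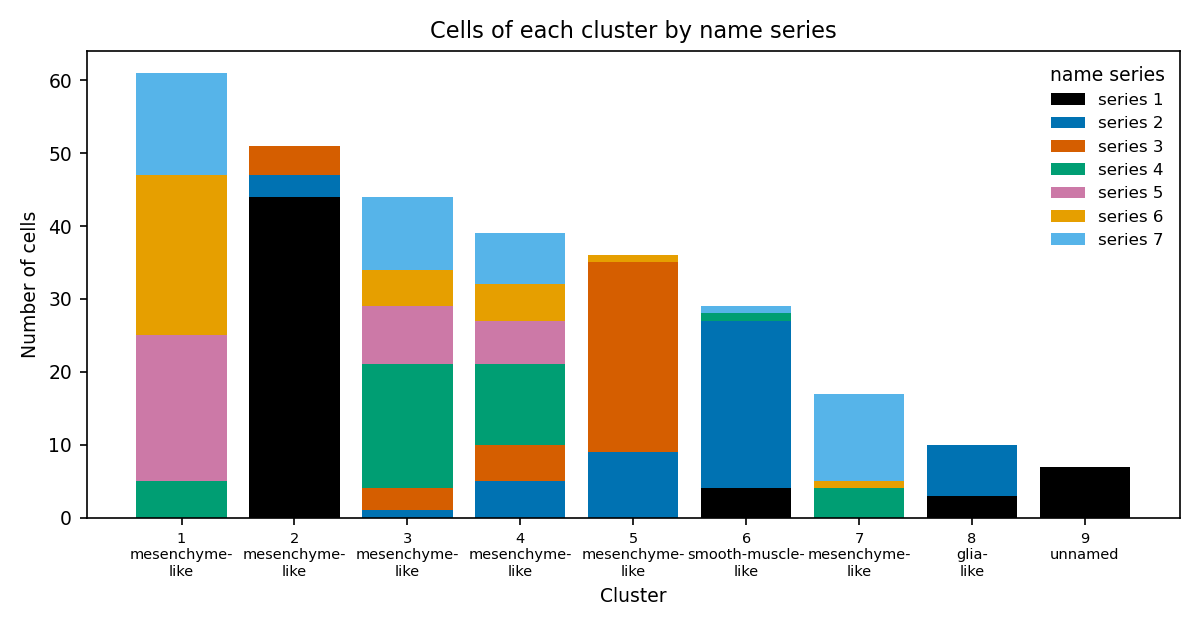
Number of cells (vertical axis) in each of the 9 clusters (horizontal axis, with the name given from the marker genes), stacked by name series in colours. Series 1 gave 44 of the 51 cells of cluster 2 and all 7 of cluster 9, and cluster 8 held cells of series 1 and 2 only.

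Co-detection asked whether pairs of lineage genes occurred in the same cells more or less often than their separate shares give. Observed shares were above the product within name series for 7 of 12 pairs. Acta2 and Tagln were both detected in 58.5% of cells (52.6% to 64.2%), compared with a product of 50.7%, which lay outside that interval. In simulated independent genes, the observed share minus the product reached at most 1.21 percentage points for this pair, compared with 7.78 here. The simulated cells left out differences between series, and between cells of a series in genes detected beyond depth. A value past the simulated range is therefore not shown to be specific to its pair. Without series 1, Acta2 and Tagln were both detected in 48.3% of cells, outside the interval for all cells, with a product of 38.6%.

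For 10 other pairs the product lay inside the 95% interval of the observed share. Twist1 and Sox9 were both detected in 54.8% of cells (48.9% to 60.5%) with a product of 51.4%, a difference of 3.35 points, and simulated independent genes reached at most 0.780 points. Sox9 and Postn were both detected in 84.7% (80.1% to 88.6%) with a product of 83.6%, a difference of 1.09 points compared with at most 0.266 in simulated genes. By the limit given above, neither difference is shown to be specific to its pair. Acta2 and Sox9 were both detected in 52.0% (46.2% to 57.9%) with a product of 52.8%. The difference of -0.786 points was just past the lowest simulated value of -0.774. The simulation did not keep the shares of each series, so no avoidance between these genes is read from this. Another 7 pairs lay inside the simulated range. Acta2 and Myh11 were both detected in 11.2% (7.85% to 15.4%) with a product of 9.86%. Of the 34 cells with Myh11, 33 also had Acta2. This pair could not exceed the 11.6% of cells with Myh11, so the highest simulated excess, 2.25 points, was out of its reach. Its place inside the range therefore decides nothing about a tie between these genes. Acta2 and Twist1 were both detected in 33.0% (27.6% to 38.7%) with a product of 35.1%. Acta2 and Pdgfra, Acta2 and Postn, and Acta2 and Mki67 were both detected in 48.0%, 61.2% and 21.4% of cells, with products of 48.6%, 60.8% and 21.8%. Pdgfra and Pdgfrb were both detected in 41.5% with a product of 41.2%, and Sox10 and Acta2 in 2.72% with a product of 3.46%. The count of pairs above the product moved most at 100 CPM, to 5. Without series 1, several of these 10 pairs left their interval for all cells. Acta2 and Myh11 fell to 5.08% with a product of 3.38%. Acta2 with Sox9, Pdgfra, Postn and Mki67 fell to 42.8%, 39.4%, 51.7% and 16.1%, with products of 43.8%, 40.2%, 51.2% and 16.5%. The others of these 10 pairs stayed inside their intervals, and each pair kept its side of the product.

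Covariation asked which genes rose and fell with an anchor gene across the cells of each name series. With Acta2, the 10 highest genes by median correlation were Myl9 (0.62), Cnn1 (0.55), Tagln (0.54), Tpm1 (0.49), Tpm2 (0.43), Tm4sf1 (0.41), Actn1 (0.40), Pls3 (0.40), Myl12a (0.39) and Stom (0.38). Across the 7 series, correlation of Acta2 with Myl9 ranged from 0.50 to 0.76. Simulated independent genes, with the limit given for the pairs, reached a median correlation of at most 0.31 with Acta2. The lowest were Vcan (-0.27), Sbk1 (-0.20), Dlk1 (-0.20), Epha7 (-0.18) and H3f3a (-0.16), and independent genes reached -0.35, so none of these 5 passed that level. Regressing out the total count kept 6 of the 10 highest genes.

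With Mki67, the 10 highest genes were Ckap2l (0.80), Cenpf (0.79), Tpx2 (0.77), Prc1 (0.76), Ccna2 (0.75), 2810417H13Rik (0.74), Ccnb2 (0.73), Kif20b (0.72), Nusap1 (0.72) and Birc5 (0.72). Simulated independent genes reached 0.29 with Mki67. Its lowest genes, from 2310022B05Rik (-0.23), Fos (-0.22), Smim14 (-0.20) and Rpl17 (-0.20) to Golgb1 (-0.20), did not pass the -0.31 of independent genes. Among genes detected in at least 30% of cells, 3 of the 10 highest were shared.

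With Postn, the 10 highest genes were Pcolce (0.32), Loxl2 (0.32), Rasgef1b (0.31), Gm5141 (0.28), Limch1, Tagln2, Cct3, Garnl3, Apcdd1 and Tnfrsf19 (0.23 to 0.25). None passed the 0.33 that simulated independent genes reached. The lowest were Fbln5 (-0.39), Mgp (-0.29), Cxcl12 (-0.26), Hotairm1 (-0.26) and Mtus2 (-0.25), and only Fbln5 passed the -0.30 of independent genes. The correlation of Postn with Fbln5 ranged from -0.59 to -0.02 across series. The list was unstable, with 2 of the 10 highest genes shared when all cells formed 1 stratum.

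Shares of cells with single genes also differed between name series, and the 4 genes given here were picked from the fixed lists after their values were seen. Acta2 at 100 CPM or more was found in 86.2% of series 1 cells and in 23.5% of series 6 cells, with 36.8% to 52.6% in the other series. Myh11 at 100 CPM was found in 15.5% of series 1, 14.6% of series 2 and 2.63% of series 3, and in 0% of series 4 to 7. Dcn at 100 CPM was found in 100%, 68.8% and 81.6% of cells of series 1 to 3, and in 5.88% to 36.4% of series 4 to 7. Twist1 ran the other way, with 10.4% to 26.3% in series 1 to 3 and 34.1% to 55.3% in series 4 to 7. The labels do not tie a series to a stage, chip or day, and no difference was assigned to any of these.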

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

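No alternative here was chosen only after the result was seen, and all were listed before the data were examined. The filters at 1000 and 2000 detected genes removed no cell, so they moved nothing, and seed 1 gave identical clusters. Both say nothing about stability. The cause of each change below was not tested unless the alternative itself shows it.

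The median of genes detected fell from 4406.5 to 3664 at 5 or more reads and to 4050 after thinning, as fewer reads are counted, and lay between 4009.5 and 4647.5 when a name series was left out. It was lowest without series 1. The median total stayed within its 95% interval with each series left out (1072932.5 to 1312702). Totals of the depth-corrected table are set by its correction, so its median says nothing about stability.

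The number of clusters was 5 at resolution 0.5 and 7 to 12 under the other settings of all cells. It was 6 to 8 with a series left out. The smooth-muscle-like share rose from 9.86% to 29.3% at resolution 0.5, to 28.9% with 30 neighbours and to 13.9% at resolution 2.0. By the single-cell rule it was 66.7%. It ranged from 7.31% to 22.4% with a series left out, highest without series 2. The mesenchyme-like share moved from 84.4% to 67.3% at resolution 0.5, to 67.7% with 30 neighbours and to 100% by the single-cell rule, and lay between 74.8% and 86.4% with a series left out. The glia-like share stayed within its interval except without series 2, where it was 0% (0% to 4.23% over the series left out). With genes centred within each series, the clusters had an adjusted Rand index of 0.28 with the original, and 18 of the 29 smooth-muscle-like cells were again called so.

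Of the 96 listed genes, 21 were detected in at least 50% of cells, compared with 33 at 1 read or more and 33 in the depth-corrected table. With a series left out this was 19 to 22. Among the 46 single genes followed, all that moved outside their interval did so upwards at 1 read (38 genes), in the corrected table (41) and after thinning at 1 read (21), and downwards at 100 CPM (40). Without series 1, 11 genes moved, all downwards. Leaving out series 2 moved 6 genes, 3 upwards and 3 downwards. Leaving out series 5 moved 3 genes upwards, and leaving out series 7 moved 1 downwards. The number of pairs above the product was 5 to 8 under all alternatives, and 6 to 8 with a series left out.

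Of the 10 genes highest with Acta2, 6 were shared after regressing out the total count, and 6 to 8 with a series left out. With Mki67, 3 were shared among genes detected in at least 30% of cells, a filter that takes out cell cycle genes detected in fewer cells, and 8 to 9 with a series left out. With Postn, 2 were shared with all cells as 1 stratum, 5 under the 30% filter, and 5 to 7 with a series left out.

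The spread between the highest and lowest series median of genes detected was 4595 genes and fell to 2763.5 after thinning, with series 1 highest and series 6 lowest in both. The spread in the share of cells with Acta2 fell from 73.5 to 47.4 percentage points at 1 read. The median correlation between the tables was 0.99976 to 0.99998 with a series left out.

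In the 30 cells under 286313 reads, 10 CPM is under 3 reads.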

Other observations

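All of the tests in this part were chosen only after the result was seen, except the test of nearest cells at equal depth, which was written down before its value was seen. Most of the tests therefore describe these cells and are not independent checks. The design gives 1 group, so no biological explanation tied to a group was tested.

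Libraries of series 1 had more genes detected than those of any other series. Deeper sequencing was not the whole cause, because at equal depth the median of series 1 was still 1.33 times the highest of the others. More genes at high level was not it either, since at 100 CPM or more that ratio was 1.01. The excess lay in genes with few reads, with 46.2% of nonzero entries of series 1 at 9 reads or fewer, compared with 19.2% to 28.0% elsewhere. Carry-over of reads between libraries of series 1, for example by index misassignment or pooled cDNA, needs a low but nonzero level of the series' abundant genes in each of its libraries. The median low-end level was 2.43% of the series mean and above 0 in 58 of 58 libraries, so carry-over is a candidate explanation. Faint expression of more genes in these cells stays open.

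The sex-linked genes bear on the same question. Xist (chromosome X, expressed in female cells) and any of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty both had reads in 98.3% of series 1 libraries (95% interval 90.8% to 100%). In series 2 to 7 this share was 0%, 0%, 13.2%, 8.82%, 2.94% and 20.5%. Doublets of random sex would give at most 50%, so they cannot be the whole cause. Reads shared with X-linked copies of the Y-linked genes are argued against by 43 libraries of series 2 with Xist and no Y-linked read. The lesser of the signals in a series 1 library, each scaled to its level in libraries at 100 CPM or more, was a median of 17.0% of the greater. This is above the low-end level and below equal signals, and many libraries had little of either, so whether carry-over gives the full amount cannot be told apart from other sources.

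Cluster 9 held 7 libraries of series 1 with 71923 to 502012 reads. If a fixed amount of material were carried over, shallow libraries would hold relatively more of it. Their median low-end level was 21.7% (range 11.5% to 37.1%), compared with 2.26% in the other 51 libraries of the series, and across series 1 the level had a Spearman's correlation of -0.51 with total count. The relation was not strict. Outside the cluster, 3 libraries of 172593, 289487 and 402084 reads had 7.02%, 8.43% and 4.2004%, and 1 of 1764445 reads had 14.3%. The shallowest library had 17.9%, below the highest of the cluster. Carry-over is a candidate explanation for the raised low-end level only. The genes that lead the cluster, such as Plxdc2 with a mean of 1602 CPM compared with 20.9 CPM in all other cells, were far above such a level, and their source stays open. They also lay close to the mean of their series, the lowest correlation being 0.046 above the median of the other libraries (0.714 and 0.668). A cell type of its own cannot be told apart here, since carried-over reads would pull any library towards that mean. A reader of the cell tables would want to check these 7 libraries before use.

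Series 2 and series 3 showed opposite sex-linked genes. In series 2, 43 of 48 libraries had Xist reads and 0 had Y-linked reads, and in series 3, 33 of 38 had Y-linked reads and 0 had Xist reads. Series 4 to 7 held libraries of both kinds. Low depth was not the whole cause. With all libraries thinned to equal depth, Xist had reads in 53.2% of series 4 to 7 libraries (95% interval 44.6% to 61.6%) and in 0 of 34 of series 3 (up to 10.3%), and Y-linked genes in 37.6% (29.6% to 46.1%) and in 0 of 38 of series 2 (up to 9.25%). In all, 76 libraries of series 2 and 3 had reads of one kind and 0 had both, in line with embryos of a single sex in each of these series. The labels give no sex and no embryo, so a comparison of these series would be confounded with sex and possibly with few embryos.

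In series 7, 2 cells of cluster 7 had 7 and 8 of the 8 cardiomyocyte markers at 100 CPM or more, and no other cell had more than 2. Their Actc1 was at 26720 and 8763 CPM. RNA of cardiomyocytes spread evenly over the libraries is argued against, because these 2 cells held 88.1% of the summed marker CPM of the series. Mesenchyme markers had a median of 16.8% of their mean in the other cells of series 7. This is neither near 0 nor near the usual level. In 1 of the 2 libraries Xist was at 199.4 CPM and the Y-linked genes at 73.7 CPM, which goes against material of a single cell there, and in the other they were at 0.542 and 87.2 CPM. Whether the second source was a mesenchymal cell captured with a cardiomyocyte or RNA from elsewhere was left open, and for the other library a single cell also stays open. Both cells passed the EYFP sort and imaging, per the labels.

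Cells lay next to cells of their own series. Of the 15 nearest cells by principal components, 51.1% came from the same series, which is 3.52 times the 14.5% that random neighbours give. Depth differences were not the whole cause, since at equal depth the share was 44.9% with 14.4% for random neighbours. The low-end level of series 1 was not either, since without series 1 the share was 40.6% with 16.6% for random neighbours. Day, chip and stage cannot be told apart as causes, because the labels name none of them per cell. Of the matrix genes at 100 CPM, Dcn separated series 1 to 3 from series 4 to 7, as did Eln (60.5% to 96.6% and 2.94% to 40.9% of cells) and, by little, Col1a1 (lowest 85.42% and highest 85.29%). Postn, Col3a1 and Lum did not.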
